A study of Mus musculus with 4 samples.

How the data were processed

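RNA was measured in single cells by droplet sequencing, in 4 libraries from mice carrying a Bmi1-GFP reporter, which marks cells that transcribe the Bmi1 locus. Per the labels' protocols, intestinal tissue was dissociated, epithelial cells were sorted by flow cytometry, and libraries were made with the 10x Chromium 3' kit (version 3 chemistry) and sequenced on a HiSeq instrument. The labels name 4 groups with 1 library each: embryonic day 12.5 (E12.5), embryonic day 17.5 (E17.5), adult and irradiated adult. The dose of irradiation, the time between irradiation and sampling, the number and sex of the animals and the sorting gates are not in the labels.

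For each library the authors deposited a matrix of raw UMI counts (unique molecular identifiers, each standing for 1 captured RNA molecule) per gene and cell barcode. Per the file headers, the matrices were written by software version 3.1.0; the program, the genome build and the annotation are not stated. The deposited counts were whole numbers without normalization. The barcodes had been selected by the authors by a rule that is not stated, and the lowest total among them was 500 UMIs in each library. The files list 31054 features, of which 31053 carry Ensembl mouse gene IDs and 1 is named eGFP. Of these, 31011 IDs (99.9%) matched the GENCODE M21 annotation of the GRCm38 mouse genome, which was used only for the position of Bmi1. Gene names were taken from the files.

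The total was 90674425 UMIs over 5216 barcodes in the E12.5 library, 77677622 over 5232 at E17.5, 38648331 over 6287 in the adult and 50761353 over 5996 in the irradiated adult. Cells with at least 500 detected genes and at most 20% mitochondrial UMIs were kept. Scrublet (in scanpy 1.11.5) scored putative doublets, and the highest-scoring cells were removed at a rate of 0.8% per 1000 barcodes. Scrublet's automatic threshold, tried as an alternative, called between 0.024% and 0.413% of cells.

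Within each library, cells were scaled to equal totals and log-transformed, and 2000 variable genes and 30 principal components entered a graph of 20 neighbours, which was clustered with the Leiden method at resolution 1 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0). Clusters were named from 17 marker lists fixed before the data were examined. Each marker's log2 CPM (counts per 1e+06 UMIs, plus 10) was scaled from 0 to 1 across all clusters, and a cluster took the class with the highest mean, if that was at least 0.5. At least 3 of the markers had also to reach 50 CPM, to be present in 10% of the cluster's cells and to reach their library mean. Clusters that met no class this way were tested for the general epithelial markers. A named cluster was set aside as unnamed for 1 of 4 reasons: a median below the library's divided by 3 with fewer than 2 of its markers among its top 10 genes, enteroendocrine and tuft markers together, top genes led by another class, or islet hormone genes (Ins1, Ins2, Ppy) among the top genes of an enteroendocrine cluster. Top genes were those with the highest ratio to the library's clusters of other names, among genes present in 25% of the cluster's cells. These naming thresholds and reasons were set, and revised, after the clusters had been seen. Clusters with a non-epithelial name were left out of the epithelial cells, and unnamed clusters stayed in. Cells of a named class are called enteroendocrine-like, tuft-like and so on, and epithelial cells outside the enteroendocrine-like class are called other epithelial cells. The latter are a pool whose make-up differs between libraries, so a change in that mix can move its values.

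Shares of cells carry exact Clopper-Pearson 95% intervals, levels carry exact Poisson 95% intervals, and where a count was 0 the share that 3 counts would give is stated. These intervals cover counting error only. With 1 library per group there is no replicate check, no test between groups and no p-value, and no count of changed genes is given. No paired analysis was possible because no library shares an animal with another in the labels. Shares of cells with a UMI, and of cycling cells, were taken after each cell was thinned at random to 2000 UMIs, and cells with fewer were left out. A cell counted as cycling with at least 3 UMIs over a list of 15 G2/M genes.

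Gene levels were compared as log2((CPM + 1)/(CPM + 1)) of UMIs summed over cells. For 8 gene lists (crypt base columnar stem, enteroendocrine, G2/M, S phase, p53 target, regenerating epithelium, fetal growth, enterocyte) the median over genes with at least 10 UMIs in either library was set beside 10000 random lists of the same size, drawn within 20 bins of mean expression. The range given is the central 95% of these. A further 5 lists (early response to dissociation, proximal intestine, distal intestine, reserve stem, Polycomb) were treated alike. The lists were written from general knowledge, not from these libraries. Of their genes, the enteroendocrine list shares 12 of 17 with the markers that name the class, the stem list 8 of 12 and the enterocyte list 10 of 10. Of the 20 symbols of the regenerating epithelium list, 18 are in the files, the others being older names. The whole transcriptome was compared as the median absolute log2 ratio over genes with at least 50 UMIs in either library and as the Spearman correlation of CPM.

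Genes are named by a rule fixed before the data were examined. For each comparison, in all epithelial cells and again in the other epithelial cells, the 5 with the highest and the 5 with the lowest log2 ratio were taken. These needed at least 200 UMIs in the higher library and a UMI in 10% of its cells. Mitochondrial, ribosomal protein, haemoglobin, immunoglobulin, sex-linked and predicted genes were left out. Members of the fixed lists are also named. Where the lower library held 0 UMIs, the fold is a lower bound computed with 3 UMIs in its place.

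Alternatives were every deposited barcode, a stricter cell filter (1000 genes, 10% mitochondrial UMIs), doublets kept, the automatic doublet threshold, resolutions 0.5 and 2, all libraries clustered together, clustering without enteroendocrine markers, no clusters, all kept cells, thinning to 1000 or 4000 UMIs or none, and 2 or 5 UMIs for cycling. For levels they were edgeR TMM factors (edgeR 4.0.16, R 4.3.3), the mean of each cell's CPM, count minimums of 1, 10, 100 or 500 UMIs, pseudocounts of 0.1 and 10 CPM, adult cells split at random into 2 sets, and the leaving out of mitochondrial and ribosomal protein genes. A further 4 alternatives were chosen after seeing the data and are named as such in the closing section.

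The log2 ratios, counting intervals and list medians were tested on simulated counts with 200 genes changed by known folds. These were Poisson counts drawn from the summed profile of the second library of each comparison. The intervals assume such counts, so this checks the arithmetic and not the spread between cells. Cell filtering, doublet removal, clustering and naming were not part of it. All 100% of the changed genes came out in the right direction and between 93.5% and 95.5% of true folds lay inside their intervals. In the E17.5 over E12.5 simulation a list of unchanged genes lay at percentile 1.70 of the random lists, which is outside their central 95%. Computation used python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Sequencing reads, image data and the animals' genotypes were not used here.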

Results

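The data were single-cell RNA profiles of intestinal epithelial cells sorted from Bmi1-GFP mice. They came from 4 groups with 1 library in each: E12.5 embryos, E17.5 embryos, adults and irradiated adults. The median depth over all deposited barcodes was 15049 UMIs per barcode at E12.5, 9715.5 at E17.5, 2847 in the adult and 3783 in the irradiated adult. Median mitochondrial content was 4.68%, 3.69%, 13.6% and 13.6% in the same order. The cell filter passed 81.0% of E12.5 barcodes, 88.0% of E17.5, 60.3% of adult and 53.1% of irradiated adult barcodes. After removal of putative doublets 4050, 4409, 3597 and 3031 cells were kept, of which 4050, 3622, 3597 and 3031 were in epithelial or unnamed clusters. The kept cells held 82301354, 72446009, 29729918 and 38772428 UMIs. The 5 most abundant genes took 4.09% of UMIs at E12.5, 4.44% at E17.5, 13.7% in the adult and 16.3% in the irradiated adult, and Defa24 led in both adult libraries. Because each group had 1 library, a difference between groups cannot be set against a spread between replicates anywhere in these results.

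Bmi1 (ENSMUSG00000026739) lies on chromosome 2, 18677018 to 18686629 on the + strand in GRCm38 as matched by ID, the authors' build not being stated. Its level was measured first, since the mice carried a reporter of this gene. In epithelial cells it was 15.8 CPM at E12.5 (95% Poisson interval 14.996 to 16.7, 1304 UMIs) and 10.5 CPM at E17.5 (9.72 to 11.3, 669 UMIs). In the adult it was 11.3 CPM (10.2 to 12.6, 337 UMIs), and in the irradiated adult 14.2 CPM (13.0 to 15.4, 551 UMIs). The alternative that moved these most was the mean of each cell's CPM, which gave 17.2, 14.2, 14.9 and 18.4 CPM, so that the irradiated adult and not the E12.5 library was highest. TMM factors also placed the irradiated adult (15.1 CPM) above E12.5 (14.7 CPM). With cells thinned to 2000 UMIs, a Bmi1 UMI was found in 3.25%, 3.00%, 2.81% and 3.73% of epithelial cells in the same order. Without thinning the shares were 24.9%, 16.0%, 8.26% and 15.6%. No cell class that should lack Bmi1 was fixed in advance, so the part that free RNA contributes to these shares is not known. Enteroendocrine-like cells had 22.1 CPM at E17.5 (19.3 to 25.2), 15.8 in the adult (13.7 to 18.1) and 20.5 in the irradiated adult (18.5 to 22.6). The other epithelial cells of these libraries had 8.26 (7.51 to 9.07), 7.96 (6.68 to 9.43) and 7.58 CPM (6.39 to 8.93). These include tuft-like cells, which had levels near those of enteroendocrine-like cells, at 17.8 CPM in the adult (14.1 to 22.1) and 18.1 in the irradiated adult (12.1 to 25.99, 29 UMIs). After thinning, a Bmi1 UMI was found in 5.30% of enteroendocrine-like and 1.59% of other epithelial cells at E17.5 and in 4.67% and 1.56% in the irradiated adult, but in 2.65% (1.95 to 3.52) and 3.05% (2.16 to 4.18) in the adult, where the classes were not separated.

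**Figure D1:**
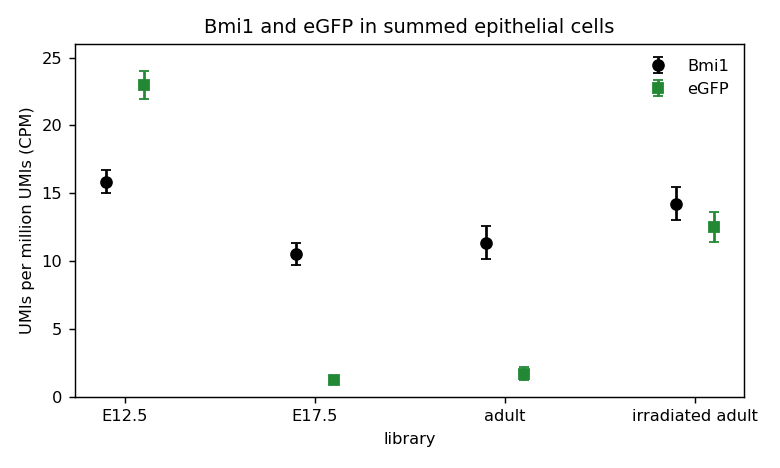
Level of Bmi1 and of the eGFP feature in the epithelial cells of each library, in CPM, with exact Poisson 95% intervals as bars. Bmi1 lies between 10.5 and 15.8 in the 4 libraries, whereas eGFP lies between 1.21 and 23.0.

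Which kinds of cell the sort contained was read from clusters named by marker genes. No cluster of the 4050 E12.5 cells met the rule for the enteroendocrine name, although an unnamed cluster of 55 cells had Chgb, Pcsk1n and Isl1 among its top 10 genes, beside Acta2 and Col3a1. At E17.5 enteroendocrine-like cells were 37.5% of epithelial cells (95% interval 35.9 to 39.1, 1357 of 3622). Their share was 61.6% in the adult (60.0 to 63.2, 2217 of 3597) and 61.9% in the irradiated adult (60.1 to 63.6, 1875 of 3031). That these were alike depended on the clusters set aside for low UMIs, a rule that was set after the clusters were seen and scales with each library's median of 3603 and 8547 UMIs. It set aside irradiated adult clusters with medians of 2227 and 2435 UMIs, while adult clusters at 2286 and 2092.5 UMIs were kept. With first names kept the shares were 61.6% and 70.8%. The E12.5, E17.5 and irradiated adult shares moved most under a count without clusters. That count took thinned cells with at least 3 enteroendocrine marker UMIs and gave 0.604%, 48.4%, 65.3% and 87.6% from E12.5 to the irradiated adult. By that count 13.8% of adult and 43.4% of irradiated adult tuft-like cells, which should lack these markers, would also pass. The median depth of those tuft-like cells was 4112.5 and 4718 UMIs, against 3191 and 10004 UMIs in the enteroendocrine-like cells. The adult and irradiated adult shares also parted under the stricter cell filter, at 75.2% and 83.2%. With all libraries clustered together they were 47.2% and 56.1%, and this alternative moved the adult share most.

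Clusters named as epithelial without a lineage held 89.4% of the E12.5 library (3619 cells) and 40.0% of E17.5 epithelial cells (1450 cells). Some of these clusters had 1 or 2 markers of another class among their top 10 genes. Enterocyte-like cells were 10.1% at E17.5, 2.28% in the adult and 3.37% in the irradiated adult. The irradiated adult cluster passed the rule narrowly, with a score of 0.524, and had Apoa4 as its only marker among its top 10 genes, beside Ccnd1, Ube2c and Areg. Goblet-like clusters held 4.56% at E17.5 and 2.51% in the irradiated adult, and Paneth-like clusters held 6.26% in the adult and 3.17% in the irradiated adult. A cluster that the marker rule named for crypt base columnar stem cells was found in the adult alone under the main settings (2.75%, 99 cells). Its top 10 genes held Olfm4 and Slc12a2 but also Mki67, Top2a and Cenpf, which mark cycling cells in general. Olfm4 also led 3 E17.5 clusters that were named as without a lineage. Tuft-like cells were 27.1% of the adult epithelial cells (25.6 to 28.6, 974 cells) and 9.27% of the irradiated adult ones (8.26 to 10.4, 281 cells). The latter depended on naming reasons set after the clusters were seen, which left unnamed 131 and 129 irradiated adult cells first named tuft and no adult cells. With first names kept the irradiated adult share was 17.8%, and at resolution 0.5 it was 18.05%. The adult share was the higher under each of the 9 alternatives, but the size of the gap depended on the processing, from 23.6% against 21.0% with every deposited barcode to 27.1% against 9.07% with the libraries clustered together. Under the stricter filter the shares were 13.8% and 0. Unnamed clusters held 10.6%, 7.84% and 19.8% of the E12.5, E17.5 and irradiated adult epithelial cells and none of the adult ones. Of the 4409 kept E17.5 cells, 529 were in pancreatic acinar-like clusters, 133 in mesenchymal, 103 in smooth muscle and 22 in mesothelial clusters, and these were left out of the epithelial cells.

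**Figure D2:**
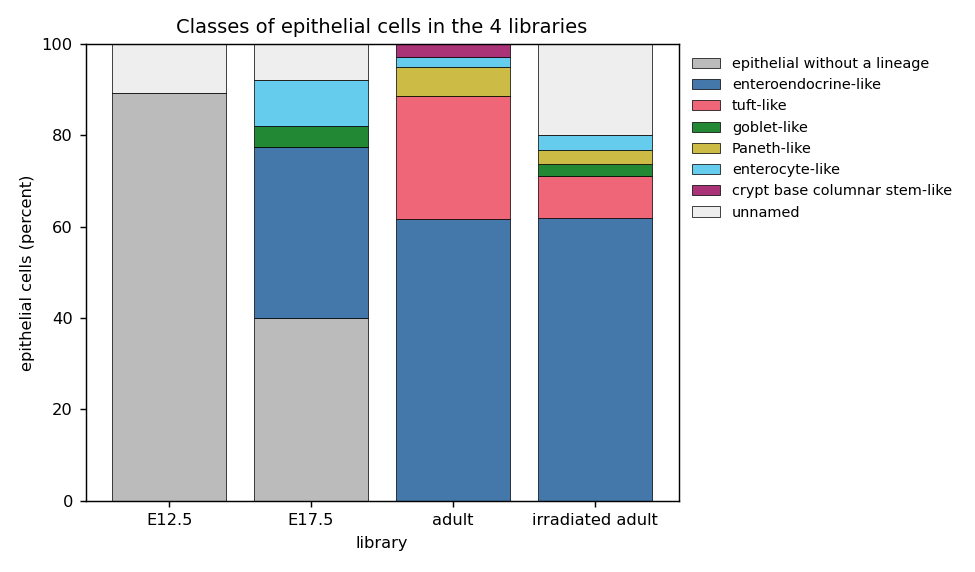
Stacked bars of the share of epithelial cells, in percent, in each marker-named class and in unnamed clusters, for each library. Enteroendocrine-like cells go from 0 at E12.5 to 37.5% at E17.5 and to 61.6% and 61.9% in the adult libraries.

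Proliferation was compared as the share of cycling cells at equal depth. It was 61.9% at E12.5 (60.2 to 63.5, 2152 of 3479), 29.4% at E17.5 (27.9 to 30.9, 1018 of 3463), 3.53% in the adult (2.89 to 4.26, 104 of 2949) and 1.41% in the irradiated adult (0.992 to 1.95, 36 of 2548). Thinning left out 571, 159, 648 and 483 epithelial cells. Without thinning they were 82.0%, 43.6%, 6.06% and 3.79%, with cells thinned to 4000 UMIs 73.7%, 36.4%, 7.01% and 1.69%, and with cells thinned to 1000 UMIs 41.7%, 19.8%, 1.14% and 1.10%. The adult and irradiated adult shares thus lay close together under the last of these. Among enteroendocrine-like cells the thinned shares were 0.379% at E17.5 (5 cells), 0.230% in the adult (4 cells) and 0.0562% in the irradiated adult (1 cell). The thinned shares in tuft-like cells were 0.111% in the adult and 0.413% in the irradiated adult, 1 cell each. Tuft-like and adult enteroendocrine-like cells give a background level, whereas the E17.5 enteroendocrine-like class also holds precursors, with Neurog3 UMIs in 6.3% of its cells. These shares came with median depths of 7372, 3191 and 10004 UMIs for enteroendocrine-like and 4112.5 and 4718 UMIs for tuft-like cells. The other epithelial cells held 47.3% cycling cells at E17.5 (45.1 to 49.4), 8.24% in the adult (6.76 to 9.94) and 4.55% in the irradiated adult (3.19 to 6.27), with unthinned shares of 68.2%, 14.5% and 9.60%.

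**Figure D3:**
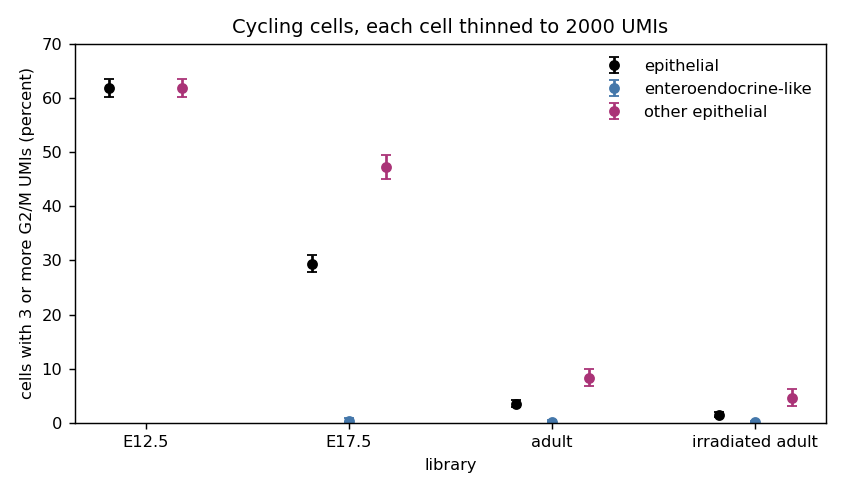
Share of cycling cells in percent, with cells thinned to 2000 UMIs, for each library and cell class, with exact Clopper-Pearson 95% intervals as bars. In all epithelial cells the share falls from 61.9% at E12.5 to 1.41% in the irradiated adult.

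The libraries were then compared over the whole transcriptome. The adult and irradiated adult libraries were the closest pair, with a median absolute log2 ratio of 0.27 over 12812 genes and a Spearman correlation of 0.948 across genes, which are not independent replicates. Adult against E17.5 gave 0.62 and a correlation of 0.842, and E17.5 against E12.5 gave 0.68 and 0.822. Irradiated adult against E17.5 gave 0.69 and 0.810. The E12.5 library was farthest from the adult (0.96 and 0.665) and from the irradiated adult (0.99 and 0.653). Under alternatives, irradiated adult against E12.5 fell to 0.82 with at least 10 UMIs per gene, and irradiated adult against adult rose to 0.43 in the other epithelial cells alone.

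The comparison of E17.5 with E12.5 asked what changed in sorted cells over late fetal development. Over all epithelial cells the median log2 ratio was 4.65 for the enteroendocrine list (random lists -0.70 to 0.31), with 16 of 17 genes higher at E17.5. For the enterocyte list it was 5.46 (random lists -0.81 to 0.65), with 9 of 9 genes higher. The alternative that moved these most was a pseudocount of 10 CPM, at 2.32 and 3.36. The crypt base columnar stem list had a median of 0.56 (random lists -0.79 to 0.45), which came inside the random range, at 0.17, with the mean of each cell's CPM. Medians were negative for the S phase list (-1.21, random lists -0.67 to 0.33) and for the fetal growth list (-1.53, random lists -0.72 to 0.55), although 5 of 13 fetal growth genes were higher. Inside their random ranges lay the G2/M list at -0.62, the p53 target list at 0.11 and the regenerating epithelium list at 0.31. The G2/M list came outside at -1.13 with the mean of each cell's CPM. The regenerating epithelium list came outside at 0.70 with that mean, at 1.32 with at least 100 UMIs per gene and at 1.12 with a pseudocount of 0.1 CPM. In the other epithelial cells alone the medians were 2.37 for the enteroendocrine, 4.84 for the enterocyte (5.69 with genes at 0 UMIs set to their bound), 0.57 for the stem, -0.98 for the S phase and -1.38 for the fetal growth list, all outside their random ranges. There the G2/M list (-0.37), the p53 target list (-0.28) and the regenerating epithelium list (0.18) lay inside, the last coming outside at 0.49 with the mean of each cell's CPM. TMM factors moved the median of all genes in these cells by 0.23, and the random lists moved with it.

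By the naming rule, the genes highest at E17.5 over E12.5 in epithelial cells were Cck (ENSMUSG00000032532, 6833 against 1.56 CPM), Nts (ENSMUSG00000019890, 2764 against 0.05 CPM), Ins2 (ENSMUSG00000000215, 3713 against 0.43 CPM), Sst (ENSMUSG00000004366, 2416 against 0.04 CPM, 3 UMIs at E12.5) and Gip (ENSMUSG00000014351, 2289 against 0.38 CPM). Ins1 and Ins2 are near-identical genes, so their separate levels are uncertain. The lowest were Pth1r (ENSMUSG00000032492, 0.31 against 295 CPM), Tdh (ENSMUSG00000021953, 1.11 against 149 CPM), Kcnq3 (ENSMUSG00000056258, 0.09 against 67.5 CPM), Shh (ENSMUSG00000002633, 5.02 against 315 CPM) and Fscn1 (ENSMUSG00000029581, 1.96 against 148 CPM). In the other epithelial cells Ins2, Sst, Ins1, Iapp and Spink4 were highest, with log2 ratios from 8.53 to 11.60, and Pth1r, Tdh, Vcan, Igfbp2 and Kcnq3 lowest, from -7.85 to -5.97. The insulin UMIs of the other epithelial cells include those of 3 clusters with Ins1, Ins2 or Ppy among their top genes (284 cells), which stayed unnamed.

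The comparison of the adult with E17.5 addressed the change from fetal to mature epithelium. In all epithelial cells the enteroendocrine list rose by a median of 1.28 (random lists -0.85 to 0.23). G2/M genes had a median of -1.88 (random lists -0.80 to 0.30), with 15 of 15 lower in the adult. S phase genes had a median of -1.31 (random lists -0.61 to 0.40), with 17 of 17 lower. Fetal growth genes had a median of -3.69 (-3.81 with genes at 0 UMIs set to their bound, random lists -0.75 to 0.47). For regenerating epithelium genes it was -0.86 (-1.50 at the bounds, random lists -0.53 to 0.40). The p53 target list lay just outside its range at 0.47 (random lists -0.61 to 0.42), and came inside at 0.33 with all kept cells and at 0.17 with the mean of each cell's CPM. The stem list (0.14) and the enterocyte list (-0.95) lay inside their ranges. The enterocyte list came outside at -0.9995 with doublets kept, -1.72 under the stricter filter and -1.77 with the mean of each cell's CPM, while its mean was positive, at 0.16.

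Within enteroendocrine-like cells, adult over E17.5, the fetal growth list had a median of -2.04 (-2.57 at the bounds, random lists -0.52 to 0.48) and the enterocyte list a median of 1.01 (random lists -0.66 to 0.51). The other lists lay inside their ranges, with medians of 0.53 for stem, 0.25 for enteroendocrine, -0.15 for G2/M, -0.26 for S phase, -0.21 for p53 target and -0.33 for regenerating epithelium genes. The enteroendocrine list had a mean of -0.18, opposite in sign to its median, and shares genes with the class markers. Alternatives placed 4 of these 6 lists outside: stem at 0.64 to 0.82 under 3 of them, enteroendocrine at 0.35, G2/M at -0.50 and regenerating epithelium at -0.66. In the other epithelial cells the medians outside their ranges were 0.55 for stem, -0.92 for enteroendocrine, -1.45 for G2/M, -0.96 for S phase, -1.64 for regenerating epithelium (-1.83 at the bounds) and -3.99 for fetal growth genes. The enteroendocrine median there reversed to 1.05 when the unnamed clusters were left out, and lay inside its range, between -0.70 and -0.28, under 5 other alternatives. The stem list came inside at 0.05 with the mean of each cell's CPM and the S phase list at -0.93 under the stricter filter. The p53 target (-0.03) and enterocyte (-0.52) lists lay inside. Under the stricter filter both came outside, at -0.14 and -1.16, and so did the enterocyte list with the mean of each cell's CPM, at -1.59. TMM factors moved the median of all genes in these cells by 0.28, and the random lists moved with it.

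**Figure D4:**
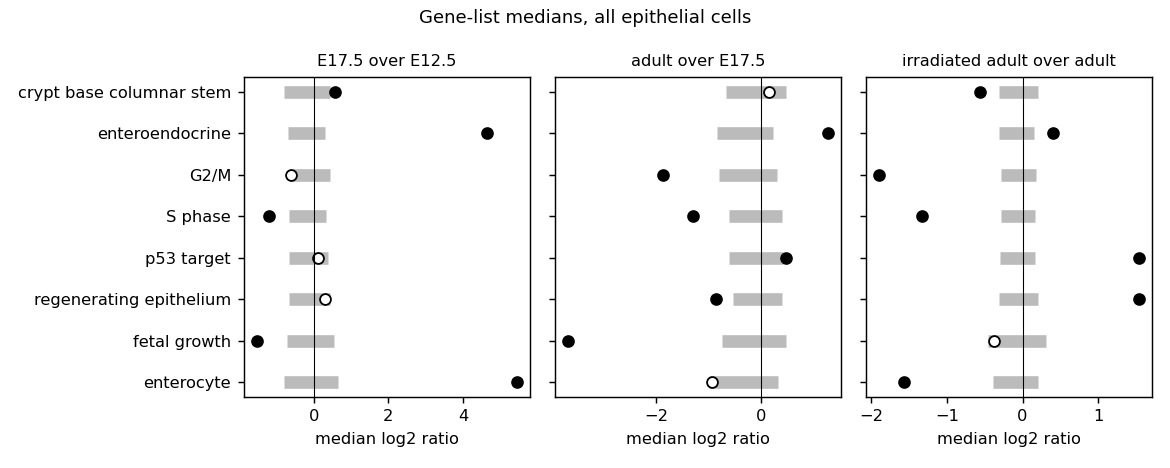
Median log2 ratio of each gene list in all epithelial cells for the 3 comparisons, with grey bars for the central 95% of 10000 random lists. Black points lie outside that range and white points inside, and the fetal growth list reaches -3.69 in adult over E17.5.

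The hormones of the enteroendocrine-like cells were also compared. Without thinning, a Gip UMI was found in 33.5% of these cells at E17.5, and in 99.9% in the adult and in the irradiated adult. The median depths were 7372, 3191 and 10004 UMIs. The part that free RNA contributes to hormone levels is not known. Sct was at 62616 CPM at E17.5, 42299 in the adult and 38852 in the irradiated adult. In the same order Cck was at 41547, 33774 and 53858 CPM, Gip at 13778, 74247 and 35147, and Ghrl at 29153, 8819.6 and 11375. Nts was at 16637, 2773 and 2394 CPM, Pyy at 5698, 549 and 852, and Tac1 at 1296, 107 and 965. Sst was at 11286, 16655 and 16842 CPM, Gcg at 8343, 3392 and 6847, Iapp at 1034, 896 and 1160, and Tph1, which makes serotonin, at 495, 1673 and 1380. Neurog3, a gene of enteroendocrine precursors, was at 78.1 CPM at E17.5 (806 UMIs), 1.3 in the adult (0.7 to 2.0, 16 UMIs) and 7.8 in the irradiated adult (6.7 to 9.2, 156 UMIs). Chga was at 2754, 4438 and 6693 CPM. Across these 13 genes the Spearman correlation was 0.797 between the adult and E17.5 and 0.967 between the irradiated adult and the adult. The alternative that moved the latter most gave 0.973. In enteroendocrine-like cells of adult over E17.5 the proximal intestine list had a median of 1.19 (random lists -0.75 to 0.76). The distal list was at 0.81 (random lists -0.80 to 0.96), inside. A different part of the intestine and a change with age therefore cannot be told apart for these hormones.

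By the naming rule, the genes highest in the adult over E17.5 in epithelial cells were Defa30 (ENSMUSG00000074444, 17293 against 0.38 CPM), Defa29 (ENSMUSG00000074437, 3612 CPM against 0 UMIs, at least 76719-fold higher), Itln1 (ENSMUSG00000038209, 3586 against 0.09 CPM), Defa3 (ENSMUSG00000074440, 1003 against 0.03 CPM, 2 UMIs at E17.5) and Mptx2 (ENSMUSG00000079180, 906 against 0.02 CPM, 1 UMI at E17.5). For Defa3 the counting interval of the fold was 8849 to 263977, and for Mptx2 it was 10354 to 2278951. Defa genes are near-identical in sequence, so which member was counted is uncertain. They were also found widely outside Paneth-like cells. A UMI of Defa24 was present in 93.9% of thinned adult enteroendocrine-like cells (99.95% unthinned, median depth 3191 UMIs) and 98.1% of thinned tuft-like cells (100% unthinned, median depth 4112.5 UMIs), both of which should lack it. In thinned adult enterocyte-like cells the share was 56.8% (100% unthinned, median depth 32547.5 UMIs). The lowest in the adult all had 0 UMIs there: Ins2 (3713 CPM at E17.5, at least 36798-fold lower), Ins1 (ENSMUSG00000035804, at least 18829-fold), H19 (ENSMUSG00000000031, at least 11363.5-fold), Spp1 (ENSMUSG00000029304, at least 3698-fold) and Ctrb1 (ENSMUSG00000031957, at least 1301.5-fold). Ctrb1 is an acinar gene that was found in 29.7% of thinned E17.5 enteroendocrine-like cells (70.8% unthinned), at a median depth of 7372 UMIs. In thinned goblet-like cells, which should also lack it, the share was 10.4% (80.0% unthinned), at 32035 UMIs. The other epithelial cells gave the same highest genes and, among the lowest, Bex4 (ENSMUSG00000047844, 0.53 against 379 CPM) in place of Ctrb1.

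The comparison of the irradiated adult with the adult asked how sorted cells changed after irradiation. In all epithelial cells the p53 target list had a median log2 ratio of 1.55 (random lists -0.29 to 0.17), with 15 of 15 genes higher. The regenerating epithelium list, genes reported to rise in damaged epithelium, had a median of 1.54 (1.66 at the bounds, random lists -0.31 to 0.20), with 14 of 15 higher. For G2/M genes the median was -1.90 (random lists -0.28 to 0.18, 15 of 15 lower), and for S phase genes -1.33 (random lists -0.28 to 0.17, 17 of 17 lower). The stem list had a median of -0.56 (random lists -0.31 to 0.20, 11 of 12 lower), which came inside at -0.25 with the mean of each cell's CPM, and the enterocyte list one of -1.57 (random lists -0.39 to 0.21, 9 of 10 lower). The enteroendocrine list had a median of 0.40 (random lists -0.32 to 0.15), which fell to 0.03, inside the random range, under the stricter cell filter. The fetal growth list lay inside its range at -0.38 (random lists -0.46 to 0.31), with 8 of 8 genes lower, and came outside it under 4 alternatives.

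Within enteroendocrine-like cells the p53 target list had a median of 1.02 (random lists -0.15 to 0.26, 14 of 15 higher) in irradiated adult over adult. G2/M genes had a median of -1.36, S phase genes -0.39, fetal growth genes -0.49 and enterocyte genes -0.53, all outside their random ranges. Stem (0.01), enteroendocrine (-0.05) and regenerating epithelium (-0.03) genes lay inside. G2/M levels were low in this class, with 0.230% of adult and 0.0562% of irradiated adult cells cycling after thinning. The G2/M median went from -2.02 to -0.30 with pseudocounts of 0.1 and 10 CPM. It may therefore reflect a change in background and not within these cells. With the mean of each cell's CPM the regenerating epithelium list came outside at 0.56 and the fetal growth list inside at -0.37, and the enteroendocrine list came outside at -0.10 under the stricter filter. In the other epithelial cells the medians were 1.99 for p53 target (13 of 15 higher), 3.23 for regenerating epithelium (3.75 at the bounds, 14 of 15 higher), 1.69 for enteroendocrine, -1.74 for G2/M, -1.25 for S phase, -0.95 for stem and -1.58 for enterocyte genes, all outside their ranges. There the fetal growth list (-0.11) lay inside. The enteroendocrine median there was 0.65 without the unnamed clusters. The mean of each cell's CPM moved the median of all genes in these cells by 0.34, and the random lists moved with it. Tuft-like cells were 974 of these 1380 cells in the adult and 281 of 1156 in the irradiated adult, where 601 were unnamed. Summed UMIs also weigh deep cells most, such as 99 stem-named adult cells (median 47260 UMIs) and 96 irradiated Paneth-like cells (98584). A change in this mix and a change within cells were not separated in the other epithelial cells. In tuft-like cells the p53 target list had a median of 1.58 and the enteroendocrine list 1.46. The G2/M list was at -0.92 over 7 genes and the S phase list at -0.61 over 10 genes. The regenerating epithelium list was at 2.03 and the fetal growth list at 0.70, over 4 genes each. All of these lay outside their ranges, while the stem list (0.00) and the enterocyte list (0.02) lay inside. Whether a list moved more in one class than in another was not tested.

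**Figure D5:**
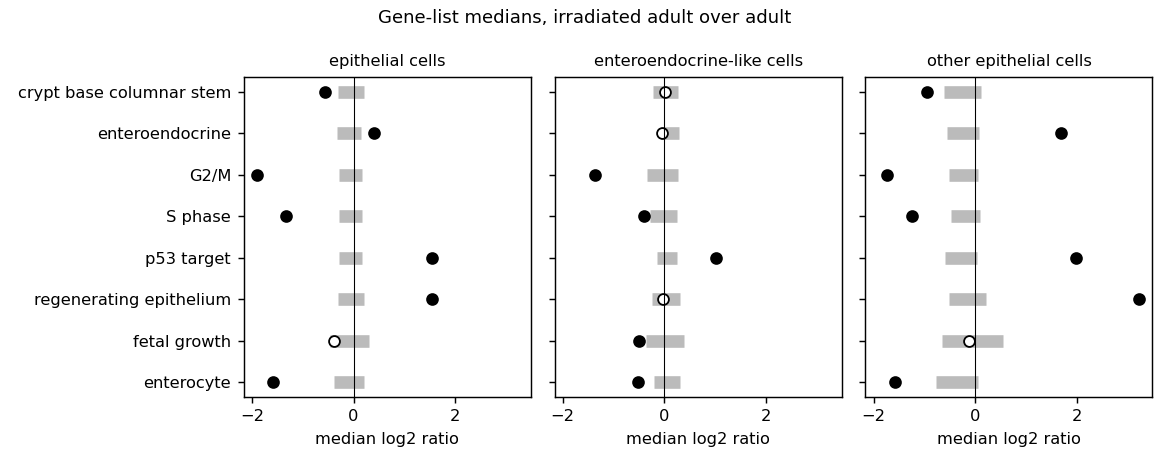
Median log2 ratio of each gene list, irradiated adult over adult, in enteroendocrine-like and in other epithelial cells, with grey bars for the central 95% of 10000 random lists. Black points lie outside that range and white points inside. The p53 target list is at 1.02 and 1.99, and the regenerating epithelium list at -0.03 and 3.23. The other epithelial cells are a pool whose make-up differs between the libraries.

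By the naming rule, the genes highest in the irradiated adult were Zg16 (ENSMUSG00000049350, 6952 against 33.2 CPM), Phlda3 (ENSMUSG00000041801, 96.8 against 1.85 CPM, 40.1 to 69.6-fold), Anxa3 (ENSMUSG00000029484, 53.8 against 0.61 CPM), Ly6a (ENSMUSG00000075602, 109 against 3.53 CPM) and Clu (ENSMUSG00000022037, 47.2 against 2.25 CPM). Ly6a belongs to a family of near-identical genes. Zg16 is a marker of goblet cells, of which a cluster was named in the irradiated adult and none in the adult, and its UMIs were found in 80.8% of irradiated adult enteroendocrine-like cells at a median depth of 10004 UMIs and 74.0% of tuft-like cells at 4718 UMIs (32.3% and 40.5% after thinning). The lowest were Olfm4 (ENSMUSG00000022026, 10.1 against 568 CPM), Arg2 (ENSMUSG00000021125, 4.93 against 124 CPM), Bloc1s1 (ENSMUSG00000090247, 4.05 against 46.6 CPM), Nme2 (ENSMUSG00000020857, 3.53 against 39.3 CPM) and Otc (ENSMUSG00000031173, 8.74 against 81.6 CPM). Bloc1s1 and Nme2 overlap neighbouring genes, so their levels are uncertain. In the other epithelial cells Zg16, Ly6a, S100a6, Clu and Anxa3 were highest, with log2 ratios from 5.92 to 7.94. Gsdmc4, Olfm4, Car4, Dmbt1 and Arg2 were lowest there, from -6.47 to -4.50. Among the p53 targets, Ccng1 was at 177 against 22.2 CPM, Cdkn1a at 876 against 371 CPM, and Mdm2 at 95.4 against 31.3 CPM in all epithelial cells. None of the 330 log2 ratios that the named genes took under alternatives reversed in sign, though 148 lay outside the counting interval of the main log2 ratio, of which 60 came from a pseudocount of 10 CPM, which lowers ratios by construction.

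The last comparison asked whether genes that moved after irradiation moved toward the embryonic libraries. Across 12855 genes in the other epithelial cells, the log2 ratio of irradiated adult over adult had a Spearman correlation of 0.124 (Pearson 0.146) with that of E17.5 over adult. With E12.5 over adult the Spearman correlation was 0.244 (Pearson 0.212) across 14021 genes. In all epithelial cells the Spearman correlations were -0.019 (Pearson 0.051) and 0.052 (Pearson 0.088). The adult library enters both ratios of each pair. Libraries drawn at random without any difference gave mean Spearman correlations of 0.592 and 0.619 in the other epithelial cells, and 0.581 and 0.604 in all epithelial cells. When only the irradiated library was drawn from the adult profile, the means were 0.083 (maximum 0.102) and 0.050 (maximum 0.067) in the other epithelial cells, and 0.051 (0.031 to 0.070) and 0.033 (0.009 to 0.055) in all epithelial cells, over 100 draws each. The observed correlations lay above every draw in the other epithelial cells under the main settings. Over all epithelial cells that with E17.5 lay below every draw and that with E12.5 inside their range. The alternative that moved the first correlation most was the use of every deposited barcode, which reversed it to -0.037. With doublets kept (0.0490) and with at least 500 UMIs per gene (0.0663) it did not exceed the draws either. Under its other alternatives it stayed above their maximum. The correlation with E12.5 in the other epithelial cells ranged from 0.132 to 0.297 under its 8 alternatives. The sign in all epithelial cells was not stable, since the correlation with E17.5 was 0.010 with at least 10 UMIs per gene and that with E12.5 was -0.0040 with at least 500. The draws keep the adult mix of cells, so they cannot exclude a change in that mix as a source of the correlations.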

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

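The tests of carry-over, UMIs per cell, cell mix, transcription of the Bmi1 locus, sex of the animals and free acinar RNA were chosen only after their results were seen, and the test of damaged cells was chosen earlier. The marker lists, gene lists, comparisons, most alternatives and the naming rule for genes were fixed before the data were examined.

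The files count a feature named eGFP, the reporter's transcript, which the report shows in a figure only. It stood out because UMIs of it were present in every library, above what a count of 0 allows, at levels that differed widely. Over all barcodes it was at 22.7 UMIs per 1e+06 UMIs at E12.5 (21.7 to 23.7), 1.09 at E17.5 (0.874 to 1.35), 1.66 in the adult (1.28 to 2.12) and 11.4 in the irradiated adult (10.5 to 12.4). In epithelial cells the irradiated adult was 7.57-fold above the adult (5.64 to 10.4). The tables argue against several technical explanations for that pair of libraries. Depth per cell does not account for it, since 2.59% of irradiated adult cells thinned to 2000 UMIs had an eGFP UMI against 0.373% of adult cells (13.8% and 1.36% unthinned, with 483 and 648 cells left out). The mix of cells does not either, since within enteroendocrine-like cells the levels were 16.4 CPM (14.6 to 18.2) and 1.88 CPM (1.20 to 2.79). Damaged cells are argued against, since under the stricter filter the fold was 8.28 (5.60 to 12.7). The level of the Bmi1 transcript did not follow, at 1.25-fold (1.09 to 1.44). Carry-over of E12.5 reads does not account for the adult level, since the adult library held 0.114% of the E12.5 level of Y-linked genes (0.0370 to 0.266) but 7.30% of its eGFP level (5.60 to 9.37). What stays open is untested: the number of reporter copies, the animals used, the sorting gate, how reads were assigned to eGFP, and irradiation or age itself, each of which could produce such a difference between single libraries. In the adult and E17.5 libraries the UMIs of eGFP are too few to mark single cells, and no gene-level contrast between eGFP-positive and negative cells was made.

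Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty summed), left out of the report's comparisons, stood out because they were present in some libraries and all but absent in others. Per 1e+06 UMIs they were at 114 at E12.5 (111 to 116), 85.1 at E17.5 (83.0 to 87.1) and 0.129 in the adult (0.042 to 0.302, 5 UMIs, all of Kdm5d), and at 0 UMIs in the irradiated adult, where a count of 0 allows up to 0.059. Xist was at 352, 348, 1420 and 1038 in the same order. A library pooled from embryos of both sexes and adult libraries from females could give these values, but no biological or technical cause was tested for the embryonic libraries. For irradiated adult against adult, a difference in sex is argued against, since the libraries held 0 and 5 Y-linked UMIs and Xist differed by a fold of 0.731.

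Cells of non-intestinal type stood out in the E17.5 library, which the labels describe as intestinal epithelium. Clusters with pancreatic acinar markers held 11.998% of its kept cells (11.1 to 13.0, 529 cells). Free RNA alone is argued against by the 6 acinar markers (Cpa1, Ptf1a, Ctrb1, Prss2, Cela1, Cel), at 110908.5 CPM in these clusters. They were at 1131.8 CPM in mesenchymal, 399 CPM in enteroendocrine-like and 114 CPM in enterocyte-like cells. A further 7.84% of E17.5 epithelial cells (6.99 to 8.76, 284 cells) were in 3 clusters with the islet hormone genes Ins1, Ins2 or Ppy among their top 10 genes. Ins2 and Ins1 led a cluster of 134 cells. The others, of 100 and 50 cells, were led by Pyy and Sst, which gut enteroendocrine cells also make, with Ppy further down. That list was set after the clusters were seen, so it carries no test. Pancreas taken along with the intestine is a candidate explanation for the acinar-like cells and the 134 cells, the origin of the other 2 clusters stays open, and a group in the design that would speak to it does not exist, so no biological explanation was tested.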

How the results depend on the processing

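Of the alternatives reported here, 4 were chosen only after seeing the data: first names kept for clusters set aside, the denominator without clusters set aside for islet hormone genes, and the list medians and the correlations without unnamed clusters. The alternatives for eGFP were also added later. Leaving out a replicate and splitting the samples otherwise were not possible with 1 library per group. Where a value moved and no reason is given, the cause was not tested.

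The order of the cycling shares, from E12.5 down to the irradiated adult, was the same under all 9 alternatives. The share at E17.5 stayed between 19.8% and 43.6% and that in the irradiated adult between 0.667% and 3.79%. When cells were thinned to 1000 UMIs the adult share fell to 1.14%, close to the 1.10% of the irradiated adult. That setting also admits cells of fewer UMIs, and the cause was not tested. For enteroendocrine-like cells, E12.5 was lowest and E17.5 below both adult libraries under all 12 alternatives, while the order of the adult libraries changed. In irradiated adult over adult, the p53 target list stayed between 1.06 and 1.62 in all epithelial cells, between 0.78 and 1.43 in enteroendocrine-like cells and between 1.27 and 2.07 in other epithelial cells. Its G2/M and S phase medians stayed below 0 in all 3 populations, with the highest G2/M value at -0.30 and the highest S phase value at -0.16, both in enteroendocrine-like cells. The regenerating epithelium list stayed at or above 1.0123 in all epithelial cells and 1.60 in the others. In adult over E17.5 the fetal growth list was at most -0.9967 in every population. Of 664 list medians computed under alternatives, 36 changed their side of the random range. Among those outside that range under the main settings, 1 reversed in sign. Besides it, 110 of the 664 moved by at least 0.5 of the width of that range or changed side. Some medians inside the range also changed sign. In adult over E17.5 the stem list went from 0.14 to -0.27 in all epithelial cells, and the G2/M list from -0.15 to 0.26 in enteroendocrine-like cells. Median absolute log2 ratios kept adult and irradiated adult as the closest pair, and 1 of 42 values moved, to 0.43, in the other epithelial cells. Correlations of the hormone profile stayed at 0.797 and between 0.967 and 0.973. Of single hormone levels, 121 of 156 lay outside the counting interval of the main value. Of the named genes' log2 ratios 148 of 330 did, with no change of sign, of which 60 came from the pseudocount of 10 CPM by construction. All kept cells were tried for these in all epithelial cells only, since the other epithelial cells have no such counterpart. The eGFP levels moved beyond their intervals in 4 of 24 cases, and the tuft-like shares in 8 of 36.

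With every deposited barcode, the shares of enteroendocrine-like cells were 39.8% at E17.5, 50.6% in the adult and 49.9% in the irradiated adult. The stricter filter gave 75.2% and 83.2% in the adult libraries. Keeping doublets gave 59.9% in the irradiated adult, and the automatic doublet threshold gave 59.5% and 60.0% in the adult libraries. Resolution 0.5 gave 33.2% at E17.5. Joint clustering gave 32.8%, 47.2% and 56.1% at E17.5, in the adult and in the irradiated adult. With all kept cells as the denominator, which adds cells by construction, E17.5 had 30.8%, and without the clusters set aside for islet hormone genes, which removes them, it had 40.7%. The count without clusters gave 0.604%, 48.4%, 65.3% and 87.6% from E12.5 to the irradiated adult. When clusters set aside kept their first name, E17.5 had 45.3% and the irradiated adult 70.8%.

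For a given cell the chance of passing rises by construction with more UMIs or a lower minimum, but each depth also changes which cells are counted. Thinning to 1000 UMIs gave 41.7%, 19.8% and 1.14% from E12.5 to the adult, and thinning to 4000 UMIs gave 73.7%, 36.4% and 7.01%. No thinning gave 82.0%, 43.6%, 6.06% and 3.79% from E12.5 to the irradiated adult. A minimum of 2 G2/M UMIs gave 70.7%, 34.5% and 6.04% from E12.5 to the adult, and a minimum of 5 gave 46.2%, 21.9%, 2.07% and 0.667% over the 4 libraries.

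The Bmi1 level was 14.7 CPM at E12.5 with TMM factors. With the mean of each cell's CPM it was 17.2, 14.2, 14.9 and 18.4 CPM from E12.5 to the irradiated adult.

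The same mean, which weighs every cell alike, moved the most list medians. In all epithelial cells, E17.5 over E12.5 gave 0.17 for stem, 5.60 for enteroendocrine, -1.13 for G2/M, -1.78 for S phase and 0.70 for regenerating epithelium genes. Adult over E17.5 gave 0.65 for enteroendocrine, -2.54 for G2/M, 0.17 for p53 target and -1.77 for enterocyte genes. Irradiated adult over adult gave -0.25 for stem, -1.26 for G2/M, -0.70 for S phase, 1.21 for p53 target and -0.67 for enterocyte genes. For enteroendocrine-like cells it gave 0.82 for stem genes in adult over E17.5. In irradiated adult over adult it gave 0.16 for enteroendocrine, -1.82 for G2/M, 1.43 for p53 target, 0.56 for regenerating epithelium and -0.37 for fetal growth genes there. For other epithelial cells it gave 3.57 for enteroendocrine and 0.49 for regenerating epithelium genes in E17.5 over E12.5. In adult over E17.5 the values there were 0.0523 for stem, -1.77 for enteroendocrine, -2.44 for G2/M, -1.69 for S phase, -2.21 for regenerating epithelium and -1.59 for enterocyte genes. In irradiated adult over adult they were -0.30 for stem, 2.80 for enteroendocrine, -0.97 for G2/M, -0.84 for S phase and -0.71 for enterocyte genes.

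A larger pseudocount draws ratios toward 0 by construction. At 10 CPM, E17.5 over E12.5 gave 2.32 for enteroendocrine and 3.36 for enterocyte genes in all epithelial cells, and 1.02 and 3.50 in the others. Adult over E17.5 then gave -0.31 for regenerating epithelium and -1.40 for fetal growth genes in all epithelial cells, -0.9967 for fetal growth genes in enteroendocrine-like cells, and -0.28 for enteroendocrine, -0.42 for regenerating epithelium and -2.13 for fetal growth genes in the others. For irradiated adult over adult in all epithelial cells it gave -1.08 for G2/M, -0.76 for S phase, 1.06 for p53 target, 1.0123 for regenerating epithelium, -0.22 for fetal growth and -1.13 for enterocyte genes. In enteroendocrine-like cells it gave -0.30 for G2/M and 0.78 for p53 target genes, and in the others 1.11 for enteroendocrine, -1.08 for G2/M, -0.93 for S phase, 1.27 for p53 target and 1.60 for regenerating epithelium genes. At 0.1 CPM, E17.5 over E12.5 gave 5.79 for enteroendocrine and 1.12 for regenerating epithelium genes in all epithelial cells, and 3.97 for enteroendocrine and 5.72 for enterocyte genes in the others. Adult over E17.5 gave -2.77 for regenerating epithelium and -4.77 for fetal growth genes in all epithelial cells, 0.75 for stem and -3.91 for fetal growth genes in enteroendocrine-like cells, and -3.23 and -4.84 for regenerating epithelium and fetal growth genes in the others. Irradiated adult over adult gave -2.15 for G2/M and 2.59 for regenerating epithelium genes in all epithelial cells, -2.02 for G2/M and 1.27 for p53 target genes in enteroendocrine-like cells, and 4.72 for regenerating epithelium genes in the others.

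The minimum count changes which genes enter a list. At least 1 UMI gave -0.21 for fetal growth genes in irradiated adult over adult, and 2.26 for regenerating epithelium genes in the other epithelial cells. At least 100 UMIs gave 1.32, -1.48 and 1.96 for regenerating epithelium genes in the 3 comparisons from E17.5 over E12.5 on, and 4.60 in the other epithelial cells of irradiated adult over adult. In enteroendocrine-like cells it gave -3.65 for fetal growth genes in adult over E17.5 and -1.82 for G2/M genes in irradiated adult over adult.

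Under the stricter filter, adult over E17.5 gave -1.72 for enterocyte genes in all epithelial cells and -0.50 for G2/M genes in enteroendocrine-like cells. It gave -0.37 for enteroendocrine, -0.93 for S phase, -0.14 for p53 target and -1.16 for enterocyte genes in the others. Irradiated adult over adult gave 0.0264 for enteroendocrine, -1.47 for G2/M, -1.08 for S phase, 1.18 for regenerating epithelium and -0.61 for fetal growth genes in all epithelial cells. It gave -0.10 for enteroendocrine and -0.26 for enterocyte genes in enteroendocrine-like cells, and -1.38 for stem, 0.98 for enteroendocrine, 1.56 for p53 target and -2.93 for enterocyte genes in the others. Every deposited barcode gave -0.40 for fetal growth genes in irradiated adult over adult, 0.64 for stem genes in enteroendocrine-like cells of adult over E17.5, and -0.70 for enteroendocrine genes in the other cells of that comparison. It also gave 2.47 for regenerating epithelium genes in the other cells of irradiated adult over adult. Keeping doublets gave -0.9995 for enterocyte genes in adult over E17.5, -0.66 for regenerating epithelium genes in its enteroendocrine-like cells, and -0.45 for enteroendocrine genes in its other cells. It gave 2.99 for enteroendocrine genes in the other cells of E17.5 over E12.5. All kept cells gave 0.33 for p53 target genes in adult over E17.5.

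Joint clustering moved the enteroendocrine list only: to 0.35 in enteroendocrine-like cells of adult over E17.5, and to 3.62, -0.32 and 0.99 in the other epithelial cells of the 3 comparisons. Without unnamed clusters, that list in the other epithelial cells reversed to 1.05 in adult over E17.5 and was 0.65 in irradiated adult over adult. The reversal follows from the construction, since clusters set aside for islet hormone genes, which carry enteroendocrine genes, leave the E17.5 side.

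Correlations of irradiated adult over adult with E17.5 over adult, in the other epithelial cells, reversed to -0.0373 with every deposited barcode. They were 0.0490 with doublets kept, 0.104 with at least 10 UMIs per gene, 0.0663 with at least 500, and 0.181 without unnamed clusters. With E12.5 over adult they were 0.132 with every barcode, 0.207 under the stricter filter, 0.190 with doublets kept, 0.20 with at least 10 UMIs, 0.261 with at least 500 and 0.297 without unnamed clusters. Over all epithelial cells the correlation with E17.5 over adult reversed to 0.0101 with at least 10 UMIs. It was -0.0726 with every barcode, -0.0574 under the stricter filter, -0.0362 with doublets kept, -0.0479 with the adult cells split and -0.118 with at least 500 UMIs. With E12.5 over adult it reversed to -0.0040 with at least 500 UMIs, and was 0.0144 with every barcode and 0.0263 under the stricter filter.

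Depth limits the adult libraries most, with a median of 3603 UMIs per kept adult cell against 18098 at E12.5. Genes such as Neurog3, with 16 UMIs in adult enteroendocrine-like cells, and eGFP, with 49 UMIs in adult epithelial cells, have wide counting intervals there.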

Other observations

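The tests of the mixed cluster and of Zg16 were chosen only after their results were seen. Those of cytoplasmic RNA, p53 targets, the part of the intestine and the shared adult library had been chosen beforehand.

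Enteroendocrine-like cells of both adult libraries, with the unnamed cells first given that name, fell into clusters with few UMIs and many mitochondrial UMIs and clusters with many UMIs. The few-UMI clusters held 36.8% of adult epithelial cells and 19.1% of irradiated adult ones, with median mitochondrial shares of 11.1% against 3.75% and 11.9% against 4.22% in the many-UMI clusters. Over non-mitochondrial UMIs, the nuclear transcripts Malat1, Neat1 and Kcnq1ot1 were 3.45-fold higher in the few-UMI clusters of the adult (3.43 to 3.47) and 2.99-fold in those of the irradiated adult (2.97 to 3.01). Ribosomal protein genes were lower there, by folds of 0.635 and 0.700. This is consistent with loss of cytoplasmic RNA from those cells, which may come from dissociation or sorting, and it differs in extent between the adult libraries.

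The rise of p53 target genes in the irradiated adult was tested against 3 technical explanations. A change in the mix of cells is not the whole cause, since within enteroendocrine-like cells the median log2 ratio was 1.02. Damaged cells are argued against, since under the stricter filter it was 1.32, outside the range of random lists. A response to dissociation is argued against within enteroendocrine-like cells, where the early response list fell, with a median of -0.23 (random lists -0.10 to 0.31). In the other epithelial cells that list rose, at 0.33 (random lists -0.77 to -0.00), and in tuft-like cells, at 0.29 (random lists -0.16 to 0.28), so there it stays open as a part of the change. Radiation damage is a hypothesis that these values would fit, but with 1 library on each side any other difference between the libraries stays open.

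The part of the intestine sampled could differ between the adult libraries. In enteroendocrine-like cells the summed proximal list (Gata4, Pdx1, Onecut2, Gkn3, Ces1f, Cyp2b10) was at a fold of 0.809 in the irradiated adult (0.780 to 0.838) and the distal list at 0.967 (0.841 to 1.11). The proximal list fell without a detectable rise of the distal list, so a different part of the intestine and an effect of irradiation on those genes cannot be told apart. The proximal list had medians of -1.20 in all epithelial cells, -0.46 in enteroendocrine-like cells and -1.44 in the others, outside the random ranges. In tuft-like cells it was inside, at -0.01 over 4 genes of which 2 were higher and 2 lower, which decides nothing. The distal list was inside, at 0.11, 0.145 and -0.16 in the first 3 populations.

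A cluster of 129 irradiated adult cells carried both tuft and enteroendocrine markers. It had 50.5 tuft marker UMIs per 10000 UMIs, against 157 in tuft-like cells, 3.61 in enteroendocrine-like cells and 52.8 for the sum of a median cell of each. Its median depth of 13138 UMIs lay near the 14722 of that sum. The enteroendocrine markers were at 389 per 10000 UMIs (386 to 392), above the 226 of that sum and above the 324 of enteroendocrine-like cells (18.6 in tuft-like cells). Sums with a cell of a single enteroendocrine-like cluster reached 612 for a cluster of 160 cells and at most 329 for the other 7 clusters. Doublets with some of those 160 cells and a cell state carrying both sets of markers therefore cannot be told apart, since the partner of each doublet is not known. These cells stayed among the other epithelial cells, whose enteroendocrine list median in irradiated adult over adult was 1.69 with them and 0.65 without any unnamed cluster.

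Zg16, a goblet gene, was the gene with the highest ratio in the irradiated adult. In cells thinned to 2000 UMIs, it had a UMI in 32.3% of enteroendocrine-like cells (30.1 to 34.5) and 40.5% of tuft-like cells (34.3 to 47.0), at 183 and 272 CPM, against 136672 CPM in goblet-like cells. In the adult, where no goblet-like cluster was named, 0.46% of enteroendocrine-like cells had one. Unthinned, the shares were 80.8% and 74.0%, and 84.3% in enterocyte-like cells. Free RNA from goblet cells is a candidate explanation for the UMIs in these 3 classes. The thinned share of 9.18% in enterocyte-like cells (4.29 to 16.7) does not speak against it, since with a median of 48090 UMIs per cell the same amount of free RNA is a smaller part of each cell. Paneth-like cells, with 98584 UMIs, had 915 CPM and a thinned share of 26.1%, more than the same amount would give, and their UMIs stay unexplained. The ratio over all epithelial cells would then rest on the 76 goblet-like cells and their free RNA.

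The correlation of irradiated adult over adult with E17.5 over adult shares the adult library on both sides. Libraries drawn without any difference gave a mean of 0.592, above the observed 0.124, so this design gives positive values with no shared change. With only the irradiated library unchanged, the mean was 0.083 (at most 0.102) and for E12.5 0.050 (at most 0.067). The observed 0.124 and 0.244 lay above these. For E17.5 that excess was lost with doublets kept (0.0490), at least 500 UMIs (0.0663) and every deposited barcode (-0.0373). The other alternatives stayed above 0.102, and for E12.5 all stayed above 0.067. These values are set against draws under the main settings. Over all epithelial cells the observed -0.019 lay below every such draw for E17.5 (0.031 to 0.070). With the adult cells split into 2 sets the correlation was 0.112 in the other epithelial cells (0.246 with E12.5), so counting noise in the adult counts is not the whole source. Peculiarities of the lone adult library, which enter both ratios even so, cannot be told apart from a shared change. The mix of cells cannot either. Tuft-like cells were 27.1% of adult, 9.27% of irradiated adult and 0 of E17.5 and E12.5 epithelial cells, so their genes can be lower in both ratios. The draws keep the adult mix and cannot exclude this.

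The lists not used in the report gave these medians in all epithelial cells. The early response list was at 1.61 in E17.5 over E12.5 and 0.65 in adult over E17.5, outside the random ranges, and at 0.09 in irradiated adult over adult, inside. Proximal genes were at -0.66 (inside) and 1.98 (outside) in the first 2 comparisons, and distal genes at -1.76 (outside) and -0.78 (inside). Reserve stem genes (Bmi1, Hopx, Tert, Lrig1, Mex3a) were at 0.24, 0.10 and -0.04, and Polycomb genes at -0.50, -0.59 and -0.03 in the 3 comparisons, all inside.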
